A study of Mus musculus with 13 samples.

How the data were processed

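Whole livers of 13 mice were profiled by RNA-seq. Per the labels' protocols, total RNA was taken up in TRIzol, stranded mRNA libraries were made with the TruSeq chemistry from 500 ng of RNA each, and the pooled libraries ran over 2 flowcell lanes. The authors deposited a single table of raw read counts per gene, with 22048 genes and 13 libraries. The labels name no aligner, counting program or version, so the treatment of multi-mapped reads and of strand is unknown. Genes with near-identical copies (Saa1 and Saa2, Ly6c2, Cyp2a4, Hsd3b5, C1rb and Cwc22 among those named) therefore carry an uncertainty in how reads were shared between copies, and overlapping or antisense genes carry the same uncertainty. The file also holds a gene length in bases, used here only in checks of length bias. No genome build is stated in the labels. The exon coordinates in the deposited table overlapped the same gene in GRCm38 for 99.94% of the 21818 gene IDs that matched GENCODE release M21, and symbols and GRCm38 coordinates were taken from that release. A further 230 IDs did not match and kept their IDs. Of the matched IDs, 21473 were annotated as protein coding. Xist was not used here.

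Groups and sex came from the labels. There were 6 control livers (replicates 1, 2 and 6 male, replicates 3, 4 and 5 female), 4 livers depleted of hepatic stellate cells (replicate 3 male, the others female) and 3 livers taken 72 h after partial hepatectomy (replicates 1 and 2 male, replicate 3 female). The labels give no sequencing batch or date, so a batch that followed the groups could not be told apart from them. Total counts ran from 35360991 to 51008737 per library. At these totals, the smallest level that 3 counts can show lay between 0.0588 and 0.0848 CPM (counts scaled to library size). Reads carried no molecular identifiers, so intervals and floors cover counting error only. Within each group, pairs of libraries were compared by a chi-square per gene over genes with at least 50 summed counts. The lowest median was 4.60 in control, 6.30 in depleted and 13.37 in hepatectomised livers, against 0.45 for a library sequenced again, so all 13 libraries were counted as separate replicates.

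Counts were tested with the quasi-likelihood F-test of edgeR 4.0.16 (estimateDisp, glmQLFit with robust estimation, glmQLFTest) in R 4.3.3. Genes were filtered with filterByExpr on the groups, which kept 13831, and libraries were scaled by the trimmed mean of M values (TMM). The model held group and sex over all 13 libraries, so that the 3 groups shared their dispersion estimate. The difference between male and female controls was fitted on the 6 controls alone, where 13005 genes passed the filter. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. All tests were two-sided. The SE given with an edgeR log2 fold change is its absolute value divided by the square root of the F statistic. It is derived from the test and is not a separate estimate of sampling error. The 9 lists of genes, written before the data were examined, were tested with camera in limma 3.58.1, at an inter-gene correlation of 0.01, with adjustment over the 18 tests of the comparisons with control and over 9 tests for the depleted against the hepatectomised livers. CPM values are TMM-scaled, apart from the floors above and the sum of Y-linked genes, which are scaled to library size alone, and log2 CPM used a prior count of 2. A set score is the mean log2 CPM of the set's genes in a library.

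On simulated counts with 200 changed genes among 13678, the same test recovered 66.5% of the changed genes and 87.2% of those changed at least 4-fold, with 6 false calls among 139. It made 0 calls in a contrast with no change. With the replicate block, the test recovered 47% of the changed genes and 76.6% of those changed at least 4-fold, with 6 false calls among 100. Of 100 random gene sets of 30 genes, camera gave 0 a p-value under 0.05. The simulated counts were drawn independently for each gene, so this check does not cover sets of correlated genes. DESeq2 1.42.0 made 197 calls on the same data, of which 39 were false.

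Genes are named by a rule fixed before the data were examined. The rule took, for each comparison with control, the 5 largest rises and the 5 largest falls among genes with an adjusted p-value under 0.05, a mean log2 CPM of at least 1, CPM ranges that did not overlap and a symbol that was not that of a predicted gene. It added a fixed list of 13 genes, at most 2 genes per set, and the Y-linked genes used to check sex. Cd8a, Cd8b1, Cd4, Samhd1, Hsd3b5, Cyp2a4, Acta2, Alb, Cdkn1a, and the genes of the sex interaction were chosen after their values were seen, as were the T cell, interferon, sex-biased and smooth muscle lists.

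Replicate numbers come from the descriptions of control and depleted livers and the titles of hepatectomised livers. Numbers 1 to 3 occur in all 3 groups, 4 in control and depleted livers, and 5 and 6 in controls alone. Same-numbered libraries are different animals, since several such pairs differ in sex. The main model has no block on the number, and a model with it was fitted beside it. The block fits control replicates 5 and 6 exactly, since no other group has their numbers. They therefore add nothing to its group differences, which rest on the other controls. Alternatives to the main settings were the sex covariate, the libraries in the fit, the scaling, the test (DESeq2 and limma-voom), the low-count filter, a fold-change threshold, the replicate block, each sex alone, other set tests and the omission of each library in turn. A sex by group interaction was added after the data were seen.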

Results

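The data were whole-liver mRNA counts of 13 mice. Hepatic stellate cells are the vitamin A-storing pericytes of the liver sinusoids, and partial hepatectomy is the surgical removal of part of the liver, after which the remnant regrows. The study's title concerns stellate cells, the growth factor neurotrophin-3 (gene Ntf3) and the proliferation of hepatocytes. The 6 control, 4 stellate cell-depleted and 3 hepatectomised livers gave the comparisons below. Library totals were 35360991 to 42784362 counts in controls, 37848305 to 51008737 in depleted livers and 39633635 to 46228433 in hepatectomised livers. Of the 22048 genes in the table, 4819 had 0 counts in every library. Alb took the largest share of counts in each library, from 3.74% in control replicate 6 to 14.22% in depleted replicate 2. The common biological coefficient of variation was 31.4%.

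The first principal component of log2 CPM held 49.2% of the variance and the second 16.7%. On the first, the 4 depleted livers scored from 90.9 to 109.5 and the other 9 libraries from -90 to -26.4. On the second, the controls scored from 0 to 58.3 and the hepatectomised livers from -95.9 to -10.6.

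**Figure D1:**
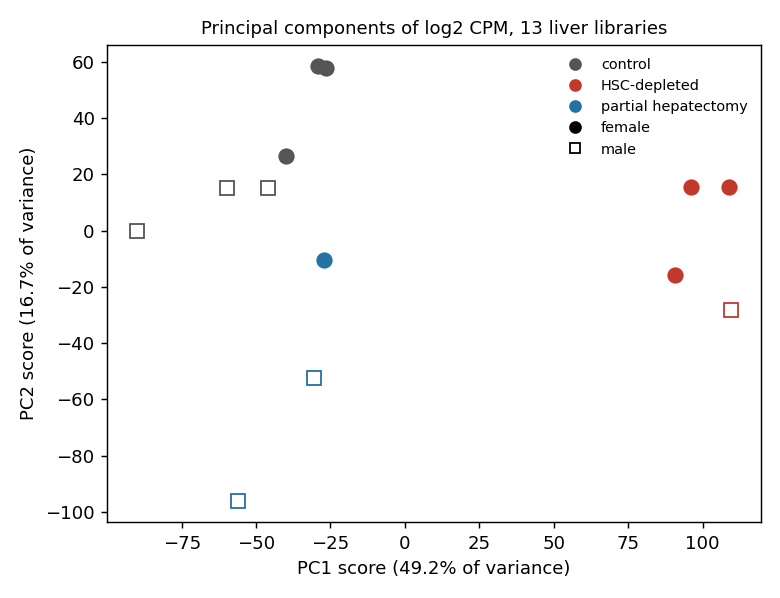
First against second principal component score of log2 CPM for the 13 libraries, coloured by group, with filled circles for females and open squares for males. The depleted livers lie at 90.9 or more on the first component, apart from all other libraries, which lie at -26.4 or less.

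The labels of sex were checked with 4 Y-linked genes. Summed counts of Ddx3y, Eif2s3y, Kdm5d and Uty were between 4051 and 7741 in the 6 male libraries. In the 7 female libraries they were 0 in control replicates 3, 4 and 5 and in depleted replicate 1, 1 in depleted replicate 2, 2 in hepatectomised replicate 3 and 73 in depleted replicate 4. The last value was 1.33% of the mean male level (1.93 CPM scaled to library size alone, 95% exact interval 1.51 to 2.43). Between 3 male and 3 female control livers, 96 of 13005 genes differed at an adjusted p-value under 0.05 by edgeR's quasi-likelihood test, 50 higher and 46 lower in males. DESeq2 called 449 genes in that comparison. Sex was therefore kept in the models that follow.

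The first comparison asked how the liver's expression differed when stellate cells were depleted. By edgeR's quasi-likelihood test, 4692 of 13831 genes (33.9%) differed from control, 2614 higher and 2078 lower. At least 2-fold changes made up 2725 of these, 1972 higher and 753 lower. The setting that moved the count most was a fit on females only, with 3 livers per group, which called 2695 genes. Scaling to library size alone gave 2884 higher and 1471 lower genes. Deviations from the fitted group and sex means were correlated across genes, and genes are not independent replicates. The mean r was 0.12 in the 4 same-numbered pairs of depleted and control livers and -0.02 in the other 20 pairs. The pair numbered 3 had an r of 0.416, and the other same-numbered pairs lay between -0.098 and 0.081. Differently numbered pairs lay between -0.461 and 0.28, so the means do not show that the number marks paired libraries. With the replicate number as a block, 3887 genes differed, and 78.4% of the calls without the block were kept.

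Stellate cell markers were examined first, as a check of the depletion label. The median log2 fold change of 30 stellate genes was -3.79 in depleted livers (camera adjusted p = 5.9e-18), and 29 of the 30 were lower. Of these, 23 were called lower with adjustment over all genes and 25 with adjustment over the list alone. The median was -5.85 with the replicate block (adjusted p = 1.07e-18). The mean set score was 4.27 ± 0.49 log2 CPM (SD, n = 6) in controls and -0.37 ± 1.68 (SD, n = 4) in depleted livers. Depleted replicate 4 scored 2.15, whereas the other 3 depleted livers scored from -1.38 to -1.11. When camera estimated the inter-gene correlation from the data instead of using 0.01, the adjusted p for this set was 0.095.

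The 5 largest falls that met the naming rule were Colec10, Vipr1, Bmp5, Igfbp3 and Reln. Colec10 (chromosome 15, 54410774 to 54466358, GRCm38) fell from 54.0 ± 23.7 CPM (SD, n = 6) in controls to 0.245 ± 0.461 (SD, n = 4) in depleted livers. Its log2 fold change was -8.13 ± 0.93 (SE), with an edgeR adjusted p of 5.57e-05. Vipr1 (chromosome 9, 121642716 to 121672954) changed by -7.67 ± 0.51 (SE) and Bmp5 (chromosome 9, 75775364 to 75900310) by -6.68 ± 0.94 (SE). Igfbp3 (chromosome 11, 7206086 to 7213923) changed by -6.63 ± 1.00 (SE) and Reln (chromosome 5, 21884454 to 22344702) by -6.19 ± 0.63 (SE). Of the fixed list, Lrat (chromosome 3, 82892579 to 82903973) went from 37.0 ± 21.7 CPM to 0.752 ± 1.19 CPM, a log2 fold change of -5.93 ± 0.93 (SE). Colec11 (chromosome 12, 28594173 to 28623290) changed by -5.47 ± 1.17 (SE) and Hgf (chromosome 5, 16553495 to 16620152) by -1.88 ± 0.41 (SE), the latter with an edgeR adjusted p of 0.00349. Des (chromosome 1, 75360329 to 75368579) changed by -3.41 ± 1.19 (SE, edgeR adjusted p = 0.0441), and had 0 counts in 3 depleted livers but 90 counts in depleted replicate 4. Some of these sizes depended on single libraries. With each library left out, Colec11 lay between -10.3 and -4.87, Bmp5 between -12.3 and -6.19 and Des between -10.5 and -2.73.

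The 5 largest rises were Chil3, S100a8, S100a9, Lcn2 and Prtn3. Chil3 (chromosome 3, 106147554 to 106167564) rose from 0.150 ± 0.105 CPM (SD, n = 6) to 128 ± 82.5 CPM (SD, n = 4), a log2 fold change of 9.82 ± 0.54 (SE) with an edgeR adjusted p of 6.21e-07. S100a8 (chromosome 3, 90668978 to 90670035) and S100a9 (chromosome 3, 90692632 to 90695721) changed by 8.03 ± 0.42 and 7.81 ± 0.45 (SE). Lcn2 (chromosome 2, 32384633 to 32388252) changed by 7.18 ± 0.53 (SE), and Prtn3 (chromosome 10, 79874476 to 79883174) by 6.71 ± 0.79 (SE). In the other fixed sets, the median log2 fold change was 3.42 for 18 monocyte and neutrophil genes (camera adjusted p = 4.5e-18), 2.26 for 22 acute phase genes (adjusted p = 4.97e-15) and 2.21 for 18 Kupffer cell genes (adjusted p = 6.4e-05). These medians with the block were 3.31, 2.29 and 2.07, with adjusted p-values of 1.65e-22, 7.34e-14 and 5.37e-06. The Kupffer set did not pass when the inter-gene correlation was estimated from the data (adjusted p = 0.49). The pericentral set of 22 genes had a median of -2.03 (adjusted p = 3.35e-17), or -2.08 with the block (adjusted p = 5.8e-19). Among its genes, Cyp2e1 (chromosome 7, 140763739 to 140774975) fell from 10635 ± 1466 CPM to 1117 ± 252 CPM, a log2 fold change of -3.24 ± 0.26 (SE). Glul (chromosome 1, 153899944 to 153909723) changed by -1.35 ± 0.34 (SE). Periportal, endothelial and cholangiocyte sets had medians of 0.13, 0.11 and -0.16, each with a camera adjusted p of 0.918. With the block their medians were -0.01, -0.17 and -0.22, with adjusted p-values of 0.805, 0.736 and 0.887. Single genes of these sets did change in the fit without the block. Of 22 periportal genes, 6 were called higher and 5 lower, and of 20 endothelial genes, 3 higher and 1 lower. Among 8 cholangiocyte genes, 1 was called higher.

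**Figure D2:**
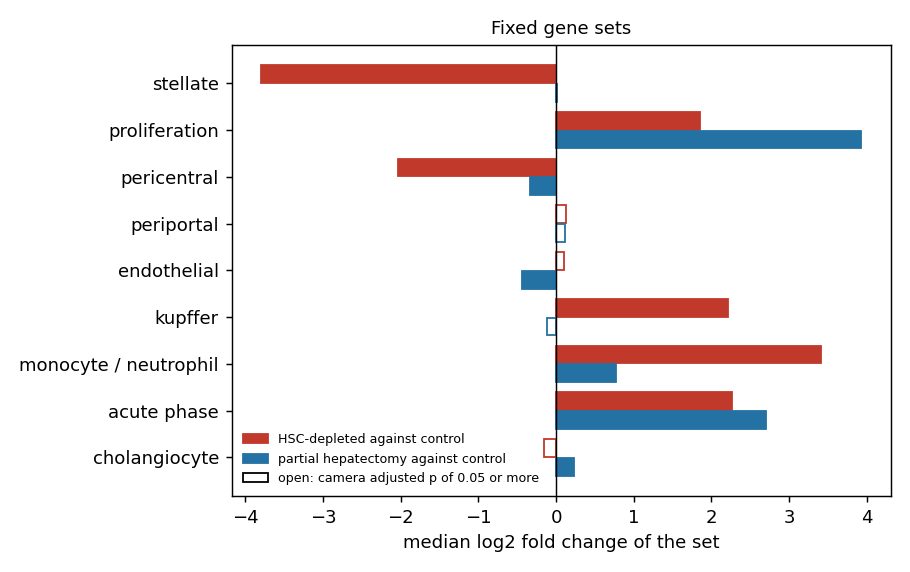
Median log2 fold change of each fixed gene set in depleted (red) and hepatectomised (blue) livers against control; filled bars had a camera adjusted p-value under 0.05 and open bars did not. The stellate set lies at -3.79 in the depleted and 0.01 in the hepatectomised livers, and the proliferation set at 1.86 and 3.92.

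The proliferation set was tested because the study's title names hepatocyte proliferation. Whole-liver counts do not show which cells carry a transcript. The 40 genes had a median log2 fold change of 1.86 in depleted livers (camera adjusted p = 2.06e-05), with 37 higher and 3 lower. Of these, 21 were called higher over all genes, and 26 passed in either direction when adjusted over the list alone, 1 of them lower. The replicate block gave a median of 1.97 (adjusted p = 4.53e-08). The mean set score was 0.61 ± 0.95 log2 CPM (SD, n = 6) in controls and 2.60 ± 0.55 (SD, n = 4) in depleted livers. Control replicate 4 scored 2.22, within the depleted range of 1.96 to 3.30. With the inter-gene correlation estimated from the data, the adjusted p was 0.606. Mki67 (chromosome 7, 135689788 to 135716379) rose from 4.98 ± 5.76 CPM to 37.1 ± 19.3 CPM, a log2 fold change of 2.79 ± 0.78 (SE, edgeR adjusted p = 0.0149). Top2a (chromosome 11, 98992943 to 99024189) changed by 2.94 ± 0.75 (SE, edgeR adjusted p = 0.00922). Ccnb1 (chromosome 13, 100778650 to 100786570) and Cdk1 (chromosome 10, 69336635 to 69352938) did not pass the threshold, at 1.92 ± 0.94 (SE, edgeR adjusted p = 0.137) and 1.65 ± 0.65 (SE, edgeR adjusted p = 0.0703). Both passed with the replicate block, at 2.56 (adjusted p = 0.0269) and 1.69 (adjusted p = 0.0126). Ccnb1 lay between 1.67 and 4.45 and Cdk1 between 1.16 and 2.74 with each library left out.

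The second comparison set livers at 72 h after partial hepatectomy against the same controls. By edgeR's quasi-likelihood test, 1164 of 13831 genes (8.4%) differed, 838 higher and 326 lower. At least 2-fold changes numbered 740, 634 higher and 106 lower. Leaving out hepatectomised replicate 2 gave 483 genes. Scaling to library size alone reversed the balance of directions. It called 2192 genes, 626 higher and 1566 lower, and shifted the median log2 fold change of all genes to -0.24. The proliferation set had a median log2 fold change of 3.92 (camera adjusted p = 3.89e-31) and all 40 genes were higher, with 36 called over all genes and 39 over the list alone. The mean set score was 3.99 ± 1.32 log2 CPM (SD, n = 3), and individual livers scored 3.86, 5.37 and 2.73. With the inter-gene correlation estimated from the data, the adjusted p was 0.095. Mki67 changed by 3.90 ± 0.92, Top2a by 4.20 ± 0.91, Ccnb1 by 5.02 ± 1.18 and Cdk1 by 4.30 ± 0.77 (log2 fold change ± SE), with edgeR adjusted p-values of 0.0231, 0.0158, 0.023 and 0.00671. The stellate set did not differ, with a median of 0.01 and a camera adjusted p of 0.918. The acute phase set had a median of 2.70 (adjusted p = 8.71e-72), the monocyte and neutrophil set 0.77 (adjusted p = 3.34e-09), the pericentral set -0.33 (adjusted p = 0.00286), the endothelial set -0.44 (adjusted p = 0.0393) and the cholangiocyte set 0.23 (adjusted p = 0.0387, 8 genes). Estimating the correlation raised these adjusted p-values to 0.346 for the pericentral, 0.85 for the endothelial, 0.194 for the cholangiocyte and 0.0792 for the monocyte and neutrophil set, so that only the acute phase set still passed (adjusted p = 5.31e-05). The endothelial set also failed with library size alone (adjusted p = 0.196) and in a fit of the 2 groups (0.059), and the cholangiocyte set with no low-count filter (0.0625). These 2 sets and the pericentral set each failed in at least 1 fit that left out a library. Kupffer and periportal sets did not pass, with adjusted p-values of 0.284 and 0.319.

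**Figure D3:**
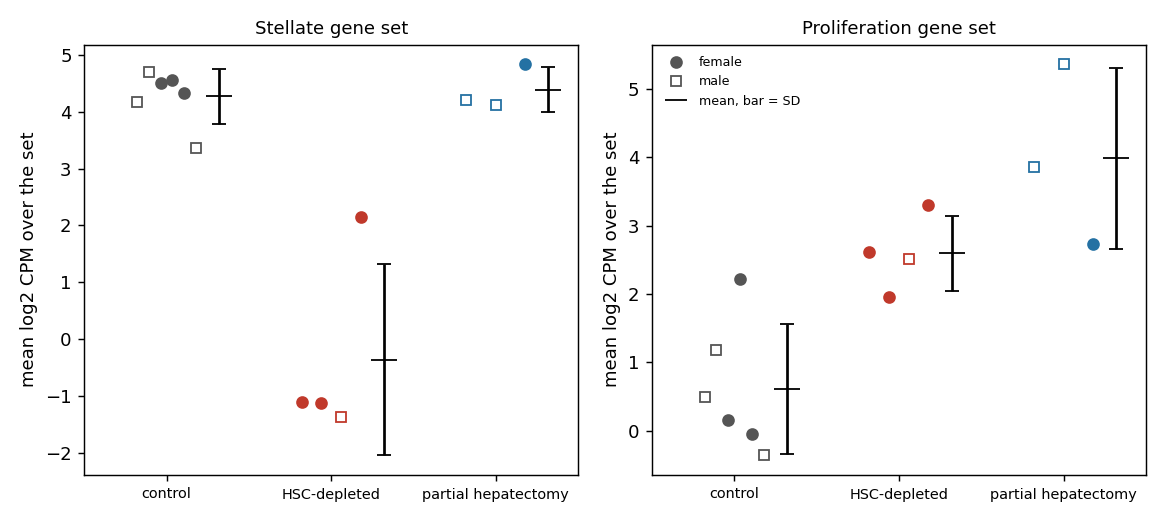
Set score (mean log2 CPM over the genes of the set) of each liver for the stellate and proliferation sets, with filled circles for females, open squares for males and the group mean with its SD. Depleted replicate 4 has a stellate score of 2.15 between the other depleted livers and the controls, and control replicate 4 has a proliferation score of 2.22.

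The largest rises after hepatectomy were Lcn2, Prtn3, Saa2, Mt2 and Saa1, at log2 fold changes of 7.73 ± 0.56, 7.55 ± 0.81, 7.20 ± 0.93, 6.66 ± 1.14 and 6.18 ± 0.70 (SE). Saa2 (chromosome 7, 46751833 to 46754314) rose from 32.2 ± 43.4 CPM (SD, n = 6) to 6439 ± 5773 CPM (SD, n = 3), with an edgeR adjusted p of 0.00135. Saa1 lies beside it (chromosome 7, 46740501 to 46742980), and reads may be shared between these near-identical genes. Mt2 (chromosome 8, 94172618 to 94173567) had an edgeR adjusted p of 0.00547. The largest falls were Arrdc3 (chromosome 13, 80883384 to 80896035), Sucnr1 (chromosome 3, 60081869 to 60087566), Fzd8 (chromosome 18, 9212856 to 9216201), Tnfsf10 (chromosome 3, 27317028 to 27342427) and Cyp7a1 (chromosome 4, 6265612 to 6275633). Their log2 fold changes were -2.89 ± 0.69, -2.77 ± 0.22, -2.20 ± 0.26, -2.11 ± 0.47 and -2.03 ± 0.52 (SE). Arrdc3 and Cyp7a1 did not pass with the replicate block, at -3.39 and -1.42 (edgeR adjusted p = 0.0614 and 0.0621). Sucnr1, Fzd8 and Tnfsf10 still passed. Sucnr1 went from 33.5 ± 4.41 CPM to 4.87 ± 0.235 CPM, with an edgeR adjusted p of 2.76e-05.

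Depleted and hepatectomised livers were also compared directly. By edgeR's quasi-likelihood test, 3236 genes differed, 1837 higher and 1399 lower in depleted livers. Same-numbered pairs of these groups had a mean r of deviations across genes of 0.16 (3 pairs) against -0.05 in the other 9 pairs. With the replicate block, 3170 genes differed, and 83.5% of the calls without it were kept. A fit on the 7 livers of these groups alone called 2105. Scaling to library size alone gave 3102 higher and 610 lower genes and shifted the median of all genes to 0.27. The proliferation set was lower in depleted livers, at a median of -1.66 (camera adjusted p = 3.61e-04), and all 40 genes were lower, although only 3 passed singly. The stellate set had a median of -4.17 (camera adjusted p = 1.66e-21). For the sets of this comparison the inter-gene correlation was not estimated from the data, so that check is missing here. The block gave -1.46 (adjusted p = 2.26e-08) for the proliferation set and -5.95 (adjusted p = 2.39e-18) for the stellate set. The endothelial set passed only with the block, at 0.99 (camera adjusted p = 0.00221) against 0.85 without it (camera adjusted p = 0.0904).

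Genes called in both comparisons with control numbered 618, against 395 if the lists were independent. Of these, 581 changed in the same direction, 421 higher and 160 lower, against 207 for independent lists, and 37 changed in opposite directions. Both lists share the same controls, which by itself makes them alike. When the depleted livers were compared with the odd-numbered and the hepatectomised livers with the even-numbered controls, 184 genes were called in both against 84 for independent lists, and 180 had the same direction. The reverse split gave 177 in both against 116, and 168 in the same direction. With the controls undivided and the replicate block, 349 genes had the same direction. In that fit, controls whose number no other group has carry no weight.

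Ntf3 (chromosome 6, 126101413 to 126166744) and Ntrk2 (chromosome 13, 58806596 to 59133970), the gene of a neurotrophin receptor, were tested because the study's title names neurotrophin-3. Ntf3 was at a low level in every group, at 0.438 ± 0.174 CPM (SD, n = 6) in controls, 0.340 ± 0.318 (SD, n = 4) in depleted and 2.98 ± 0.838 (SD, n = 3) in hepatectomised livers. Its difference between depleted and control livers, at a log2 fold change of -0.65 ± 0.60 (SE), did not exceed the replicate error (edgeR adjusted p = 0.44 over all genes, 0.298 over the 2 genes). The replicate block gave -1.53 (adjusted p = 0.0392). After hepatectomy Ntf3 was higher by 2.80 ± 0.55 (SE, edgeR adjusted p = 0.00989, 0.000443 over the 2 genes), and each of the 3 livers lay above every control. Ntrk2 was lower in depleted livers by a log2 fold change of -3.33 ± 0.99 (SE, edgeR adjusted p = 0.0207, 0.0111 over the 2 genes). Its adjusted p rose to 0.07 without depleted replicate 1. The change was -3.06 with the block (adjusted p = 0.0043). Its level in controls depended on sex, with 2.69 to 9.17 CPM in the 3 females and 0.33 to 0.568 CPM in the 3 males. The depleted females had 0.0448 to 0.223 CPM, below all controls, whereas the depleted male, at 0.367 CPM, lay within the range of the control males. After hepatectomy Ntrk2 did not differ from control, at -0.67 ± 0.98 (SE, edgeR adjusted p = 0.723).

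**Figure D4:**
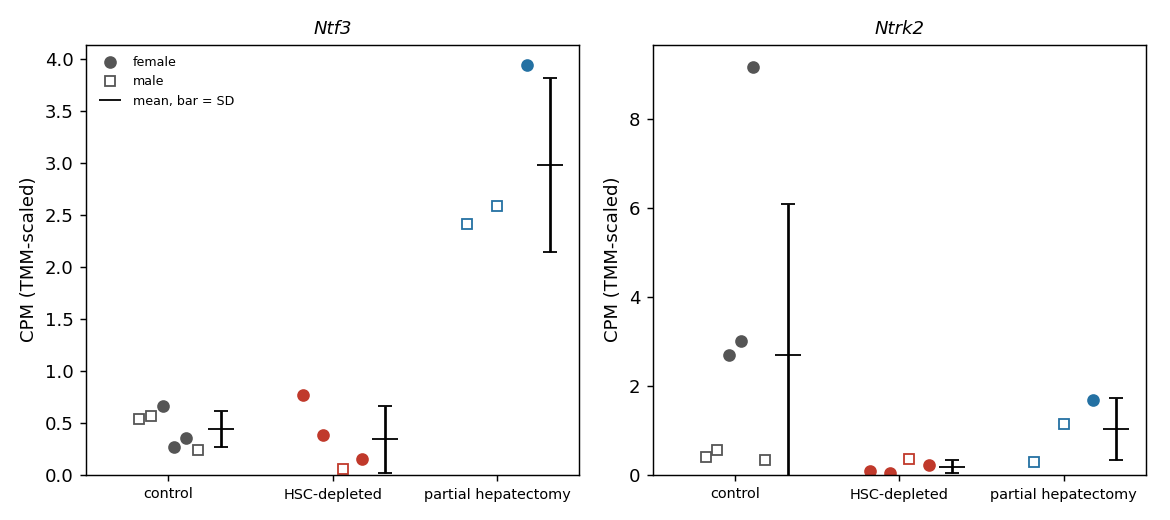
TMM-scaled CPM of Ntf3 and Ntrk2 in each liver, with filled circles for females, open squares for males and the group mean with its SD; the lower arm of the control bar for Ntrk2 runs below 0 and is not drawn in full. Ntf3 lies between 2.41 and 3.94 CPM in the hepatectomised livers and at or under 0.771 CPM in the others.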

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

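The tests below were chosen after the flagged values were seen, except the correction for GC content and length in control replicate 6. The T cell and smooth muscle lists were also written after some values were known. Each gap below is the distance of the extreme library from its nearest neighbour, divided by the range of its group. Of 164 groups of control or depleted libraries tested, 22 passed Dixon's critical value, where 8.2 are what chance gives. Control replicate 6 accounted for 11 of them and depleted replicate 4 for 7. The hepatectomised livers were not tested in this way. Among them, replicate 2 had the lowest Kupffer score (2.63 against 5.27 and 4.24) and the lowest endothelial score (3.27 against 4.86 and 4.33).

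Control replicate 6 was the lowest control in the number of genes detected (gap 0.749), in the endothelial score (0.78) and in the Kupffer score (0.85). It was also lowest for Vipr1 (0.717), Reln (0.749), Colec11 (0.67), Dnase1l3 (0.626), Il18bp (0.726), Kdr (0.722), Fcgr2b (0.736) and Marco (0.708). It had the smallest library, at 35360991 counts. Depth did not account for the low endothelial score. The mean score of the other 5 controls changed by -0.004 (log2) when they were thinned to the total of this library, and lay 2.12 above it. The number of genes detected, the Kupffer score and the single genes were not tested by thinning. Control replicate 1 had the next smallest total, at 36852067 counts. It had 14956 genes detected against 14457 in control replicate 6, and a Kupffer score of 4.70 against 2.42. These values argue against depth for the number of genes detected and the Kupffer score, by comparison with 1 library. The single genes were not compared in this way. GC content and gene length did not account for the low endothelial, Kupffer and stellate genes. The median deviation of 68 such genes was -1.77 before and -1.562 after correction. A lower share of all non-parenchymal RNA in the sampled tissue predicted a fall in T cell genes as well. The endothelial, Kupffer and stellate lists were lower than all 10000 matched random lists, but 3070 of 10000 were as low as the T cell list, so that explanation was not borne out in its full form. T cell genes are low in controls, which limits this test. A loss of sinusoidal cell RNA alone was not tested, and no biological explanation was tested, since the labels set this animal apart in nothing.

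Depleted replicate 4 was the highest depleted liver in the stellate score (gap 0.924), Bmp5 (1.000), Lrat (0.895), Des (1.000) and Rrm2 (0.83), and the lowest in the endothelial score (0.843) and Fcgr2b (0.896). Mixing with a liver library that has stellate cells predicted the same share of the control level for each stellate gene. Among 13 stellate genes with at most 10 counts in the other depleted livers, the share ran from 1.62% (Vipr1, 95% interval 1.10 to 2.29) to 249% (Col1a1, 234 to 264), a ratio of 153.7. Mixing alone therefore cannot account for it. A smooth muscle and fibroblast list was higher than in the other 3 depleted livers by a median of 1.58 (log2), with 9 of 10 genes higher and 0 of 10000 matched random lists as high. RNA of smooth muscle cells or fibroblasts is a candidate source of part of the retained signal. Remaining or activated stellate cells share these genes and cannot be told apart from that source.

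The same library, from a female, held 73 counts of Y-linked genes, above the 0 counts of the control females. Barcode exchange or mixing with a male liver library predicted the 4 genes in the proportions of male livers. The proportions differed (permutation p = 0.00094 against the summed male livers), with Ddx3y at 23.3% of the counts against 39.4% to 53.9% in the 6 male livers. The male livers also vary among themselves, which this p does not take into account. The other depleted females held 0 and 1 counts. Material from another male source was not tested. The label of sex is not in doubt, since males held at least 4051 counts.

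A further 4 gaps came from different libraries. Control replicate 4 was lowest in the periportal score (0.636), control replicate 2 highest for Acta2 (0.674), depleted replicate 3 highest on the third principal component (0.834) and depleted replicate 2 lowest for Samhd1 (0.831). These lie within the 8.2 that chance gives, and depleted replicate 3 is the only male of its group. No explanation was tested for them.

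The effect of depletion differed between the sexes for 3 genes, by an interaction term in edgeR's quasi-likelihood test added after the data were seen, and 480 genes had an unadjusted p under 0.05. The treated group has 1 male, replicate 3, so sex and that animal cannot be separated. The genes were Cwc22 (chromosome 2, 77881159 to 77946375, adjusted p = 0.00815), Fam171b (chromosome 2, 83812636 to 83883486, adjusted p = 0.00815) and C1rb (chromosome 6, adjusted p = 0.0426). C1rb was at most 0.176 CPM in control and depleted males, so its term may reflect a fall in females with the males near the floor. Cwc22 reached 72.7 CPM in that male against at most 14.7 in any other library, and Fam171b 24 against at most 5.42. A strain variant predicted a cluster of outlying genes, but the fullest window of 30 neighbouring genes held 5, the median of shuffled orders (permutation p = 0.84). The 2 genes on chromosome 2 lie 5931 kb apart, and a share of 0.018 of random gene triples held a pair as close. A local variant on chromosome 2 in this animal may explain them, but the genes were chosen for this pattern, so the distance does not settle it. The hepatectomised group has 1 female, replicate 3. An interaction for partial hepatectomy cannot separate sex from that animal, so no conclusion is drawn from it.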

How the results depend on the processing

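All settings in this part but the sex interaction were fixed before the data were examined, while the tests by other splits, thinning and gene offsets were not part of that plan, and the split tests were chosen after the results were known. The cause of a change was not tested unless a value is given for it.

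For depleted against control livers, 4692 genes were called. Other settings with all libraries of the 2 groups gave 3887 to 5207, apart from a 2-fold threshold and the offsets for GC content and length given below. The 3887 came from the replicate block, in which controls whose number no other group has carry no weight. A threshold of 2-fold left 2725, and females only gave 2695. Fits with the odd-numbered or the even-numbered controls alone gave 3473 and 3544. Leaving out each library in turn gave 2960 to 4817. Library size alone changed the share of higher calls from 55.7% to 66.2%. For hepatectomised livers, 1164 genes became 740 with a 2-fold threshold, 1939 with DESeq2, 613 in males only and 2192 with library size alone. Leaving out each library gave 483 to 1331. With the replicate block, 632 genes were called, and 47.2% of the calls without it were kept. Same-numbered hepatectomised and control livers are different animals whose deviations had a mean r of -0.05, against 0.01 in other pairs. With the block, Ntf3 after hepatectomy was 2.40, the proliferation set 3.76, the cholangiocyte set 0.375 (adjusted p = 0.0664) and the endothelial set -0.859 (adjusted p = 4.53e-08). Under library size alone, 28.6% of the calls were higher instead of 72%, and the median of all genes moved by -0.237. Leaving the 100 most abundant genes out of the library size, which took 49.1% of counts after hepatectomy and 42% in controls, brought that median to -0.04, with 800 higher and 389 lower genes, so a few abundant genes are a candidate cause.

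Depleted against hepatectomised livers gave 3236 genes, 2105 in a fit of the groups alone, and 1709 to 3850 with each library left out. Library size alone changed the share of higher calls from 56.8% to 83.6%. Genes with the same direction in both comparisons numbered 581, 965 with DESeq2, 349 with the replicate block, 180 and 168 with the controls divided, and 300 to 718 with each library left out. The 96 genes between male and female controls became 449 with DESeq2 and 32 to 200 with each control left out.

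With the inter-gene correlation estimated per set, 8 set tests no longer passed, at unchanged medians. The stellate set after depletion was at -3.791 (adjusted p = 0.095), and the proliferation set at 1.857 after depletion (0.606) and 3.918 after hepatectomy (0.095). The Kupffer set after depletion had an adjusted p of 0.49. After hepatectomy it was 0.346 for the pericentral, 0.85 for the endothelial, 0.0792 for the monocyte and neutrophil and 0.194 for the cholangiocyte set. The fry rotation test gave 2.24e-05, 0.0249 and 0.00445 for the stellate and the 2 proliferation results, 0.0125 for Kupffer genes, and 0.0706, 0.567, 0.00224 and 0.00543 for the 4 sets after hepatectomy. Over the other settings run for gene sets, the stellate and proliferation results kept their direction and side of the threshold. Gene sets were not tested with DESeq2, limma-voom, a filter on mean CPM or each sex alone. For depleted against hepatectomised livers, the replicate block was the only other setting run for gene sets. The medians of the stellate and the 2 proliferation results with each library left out were -7.17 to -3.55, 1.55 to 3.01 and 3.06 to 4.57. Ntf3 in depleted livers passed only with the replicate block, at -1.53 (adjusted p = 0.0392, range over the other settings 0.25 to 0.652), and lay between -1.35 and -0.1 with each library left out. Ntrk2 lay between -5.11 and -2.69, and passed in 7 of those 10 fits.

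The values that reversed lay between -0.237 and 0.324, and none of them passed the threshold. The Kupffer set after hepatectomy, 1 of these results, passed in its original direction with the replicate block, at -0.679 (adjusted p = 0.00676). With the replicate block they were the periportal set at -0.008 and the endothelial set at -0.174 after depletion, and after hepatectomy the stellate set at -0.078, the periportal set at -0.042, Hgf at -0.237 and Glul at 0.02. With no sex covariate they were the stellate set at -0.079, the periportal set at -0.011 and Hgf at -0.093 after hepatectomy, and Alb at 0.126 after depletion. With library size alone the values were -0.208, -0.099, -0.187 and 0.053. With each library left out after depletion, the periportal set lay between -0.107 and 0.24, the endothelial set between -0.047 and 0.355, Acta2 between -2.83 and 0.184, and Alb between -0.266 and 0.172. After hepatectomy the stellate set lay between -0.153 and 0.22, the periportal set between -0.141 and 0.233, the Kupffer set between -1.23 and 0.324, Hgf between -0.221 and 0.302, and Glul between -0.474 and 0.081. Apart from fits that left out a library, 14 values of named genes became weaker and 16 stronger, and 11 values of the other gene sets became weaker and 1 stronger. DESeq2 gave no adjusted p for Ntrk2, Des and Colec11 after depletion, or for Mt2, Ccnb1 and Ntrk2 after hepatectomy.

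Thinning all libraries to the smallest total left 4647 and 1178 genes in the comparisons of depleted and hepatectomised livers with control. Offsets for GC content and length, available for 99.8% of tested genes, gave 6178 and 1321, and 5040 for depleted livers with the replicate block. Of the calls without thinning, 97.6% and 96.2% were kept in the same direction. With the offsets 91.7% and 88.1% were kept, and 82.8% for depleted livers with the offsets and the block. None of the original calls changed sign in these 5 fits (0 in each). The median absolute shift of their log2 fold changes, regardless of direction, was 0.212 and 0.092 under the offsets. Depth, GC content and length as modelled here account for a minority of the calls.

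Other splits of the same libraries were tested. For depleted against control livers, 1 of 100 splits drawn from 210 gave as many genes, the real one, and the next highest gave 2. The same held for 1 of the 16 splits that part as many same-numbered pairs, which cannot give a share under 0.05. The stellate set was as far from 0 in 1 of 100 and 1 of 16 splits, the pericentral and acute phase sets in 1 of 100 each, and the Kupffer and monocyte sets in 2 of 100 each. The proliferation set was as far from 0 in 5 of 100 splits and in 1 of 16. Of the other 4 splits, 3 ran opposite to the rise, and these had at least 3 of the depleted livers together in the other group, while the fourth kept 3 of them in place. Such splits reuse part of the real difference, so this count does not settle if the size of the set could come from grouping alone. For hepatectomised livers, 1 of 84 splits and 1 of 8 gave as many genes, with 119 in the next. The acute phase set was as far from 0 in 1 of 84, proliferation in 6 of 84 and 1 of 8, pericentral in 12, monocyte in 16, cholangiocyte in 28 and endothelial in 30 of 84. Depleted against hepatectomised livers gave 1 of 35 and 1 of 8, with 1265 genes in the next. In that comparison the stellate set was as far from 0 in 2 of 35 and 2 of 8 splits, proliferation in 6 of 35 and 3 of 8, pericentral in 2, acute phase in 3, and the Kupffer and monocyte sets in 1 of 35 each. The split with 1265 genes was the other match for the stellate and pericentral sets and 1 of the 2 for the acute phase set. It sets depleted replicates 1, 2 and 3 against the hepatectomised livers with depleted replicate 4, so it is close to the real comparison with its sign reversed. Controls divided by sex gave 1 of 10, with 0 in the next. Shared calls gave 1 of 100 relabellings, with 2 in the next. Other splits gave a median of 0 calls in each comparison with control, so relabelled groups could hardly share any. That count therefore cannot tell if the sharing exceeds what the common controls bring. With 3 hepatectomised livers and few splits, the lists of genes in that comparison are less certain than those after depletion.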

Other observations

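All tests in this part were chosen after the results were seen, and the lists of marker genes were written after some values were known. Each pattern is a hypothesis found and tested on the same data. Technical explanations other than depth, GC content and length for the call counts were not tested for these patterns, so none is called biological.

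T cell and interferon-response genes may be raised by T cells and interferon in depleted livers. The T cell list had a median log2 fold change of 4.29 (18 of 18 genes higher, 17 called, camera adjusted p = 3.96e-17) and the interferon list 3.22 (20 of 20 higher, 20 called, adjusted p = 4.36e-36). After hepatectomy the medians were -0.07 (adjusted p = 0.799) and -0.31 (adjusted p = 0.00489), so neither rose. Cd8a and Cd8b1 changed by 6.36 ± 0.37 and 6.47 ± 0.49 (log2 fold change ± SE) in depleted livers, and Cd4 by 2.38 ± 0.32. The labels do not state how stellate cells were depleted, so an effect of the depletion procedure cannot be told apart from the loss of the cells.

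Sex-biased liver genes changed in depleted livers. In controls, 15 of 15 genes of a male-biased list were higher in males and 15 of 15 of a female-biased list higher in females. The female-biased list fell in depleted against control females by a median of -1.94 (13 of 15 lower, 6 called), and the male-biased list in the depleted male by -4.33 (14 of 15 lower, 4 called), in 1 animal. Hepatectomy lowered the male-biased list in males by -1.74 and the female-biased list in the female by -1.09, with 0 genes called. For each of these 4 values, 0 of 10000 random lists matched on mean expression were as low. Such lists do not cover variation between animals, so this count is not a test of the treatment. The depleted male and the hepatectomised female are 1 animal each. In females, however, the male-biased list fell almost as much as the female-biased list, by -1.82 with depletion and -1.02 with hepatectomy, and again 0 of 10000 random lists were as low. In males the female-biased list did not fall (0.77 and 0.33). The values in females therefore go against a loss specific to the bias of the animal's own sex, and a general fall of such liver genes remains possible there. In males only the male-biased list fell, which does not show a general fall. Genes of each list are lower in the other sex in controls, however, which limits their fold changes there. The values in males therefore do not settle the question.

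Ntrk2 differed between male and female controls by -3.50 ± 0.57 (log2, males minus females, SE, edgeR adjusted p = 0.0381), and in females alone it changed by -5.36 ± 0.80 (edgeR adjusted p = 0.00155) with depletion. The depleted male, at 0.367 CPM, lay within the range of the control males. The fall may therefore rest on the higher level in control females, and a loss from stellate cells was not tested.

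The ratio of 2 proliferation genes differed between the settings. This pair was picked from the 40 genes after their values were seen, so the p-value below is not that of a planned test. The log2 ratio of Mki67 to Ccnb1 was 3.73 ± 0.56 (SD, n = 4) in depleted and 1.74 ± 0.48 (SD, n = 3) in hepatectomised livers, a difference of 1.99, and the groups did not overlap. The exact two-sided permutation p was 0.0286, the smallest this design allows. Controls had 3.40 ± 0.83 (SD, n = 6). Neither gene alone differed between depleted and hepatectomised livers, with Mki67 at -1.11 ± 1.04 (SE, edgeR adjusted p = 0.478) and Ccnb1 at -3.10 ± 1.26 (SE, edgeR adjusted p = 0.0973). Across the 40 genes, the changes against control in the 2 settings had a Spearman correlation of 0.54, and genes are not independent replicates. Other proportions were not tested. Dividing cells of another kind, such as leukocytes, or another phase of the cell cycle could give this, and whole-liver counts cannot tell these apart.

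Ntf3 was higher after hepatectomy while the stellate set was unchanged at a median of 0.01, and it was not lower in depleted livers beyond the replicate error in the fit without the replicate block. At under 1 CPM in controls and depleted livers, a fall in Ntf3 may be hard to detect, though this was not tested. The fit with the block gave a change of -1.53 (edgeR adjusted p = 0.0392). Cdkn1a was higher in both settings, at 27.3 ± 19.8 CPM (SD, n = 4) in depleted and 74.9 ± 16.3 CPM (SD, n = 3) in hepatectomised livers, against 0.996 ± 0.663 CPM (SD, n = 6) in controls.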
